A study of Mus musculus with 4 samples.

How the data were processed

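Single-cell transcriptomes and hashtag tags were measured in mouse T-cell progenitors grown from bone marrow on OP9-Dll1 cells, a stromal line that carries a Notch ligand. Per the labels, 2 experiments were deposited as 4 samples. Each experiment had 1 mRNA library and 1 library of hashtag oligos, which are short DNA barcodes on antibodies that mark the culture a cell came from before cultures are pooled. The series design names retroviral Runx1 overexpression against an empty vector, and guide RNAs against Runx1 and Runx3 in Cas9 cells against control guides. Vectors were delivered on day 2. Harvests were on days 4 and 6 for overexpression and on days 5 and 8 for the double knockout. Per the labels, experiment 1 covered 4 to 5 days of culture and experiment 2 covered 4 to 8 days.

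The mRNA matrices hold raw counts of unique molecular identifiers (UMIs) per gene and cell, deposited by the authors without normalization. Per the file headers they carry software version 3.0.0, and per the labels' protocols the libraries were made with 10x Chromium version 3. The aligner, genome build, annotation and the filter that chose the barcodes are not stated, so no gene positions are given. Gene names were taken from the files, which pair each of 31053 Ensembl IDs with a symbol. Of these IDs, 30934 were also in the gene name table used here. Rows with a shared symbol (71) were kept apart by ID. The deposited lists of genes and barcodes hold names only. The deposited hashtag tables hold raw counts per cell for 8 hashtags. Whether they count molecules or reads is not stated. The columns are named only by hashtag sequence, with the same 8 sequences in both experiments. Hashtags are numbered here from 1 to 8 in the order of the columns.

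Because the columns state no condition, no hashtag could be tied to overexpression, knockout, a control or a harvest day. The 8 hashtags of an experiment were treated as 8 samples of unknown condition. The planned tests of Runx1 overexpression and of double knockout, and the planned gene set tests, were therefore not run, and no condition was read from expression. Each hashtag's value, or the range and median over the 8 hashtags, is given. No vector or Cas9 sequence was among the genes counted. The gene counts do not separate transcripts of a vector or transgene from those of the mouse gene, which limits what the Runx1 and Bcl2 counts mean.

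Cells with at least 500 genes and under 10% mitochondrial UMIs were kept. Hashtags were called with HTODemux of Seurat 5.3.0 at a positive quantile of 0.99 on centred log ratios. Cells with 1 positive hashtag are called single cells, cells with more are called doublets, and cells with none are called unhashed. UMIs were summed over the single cells of each hashtag and divided by their total and scaled to counts per 1e6 UMIs (CPM). Intervals are exact 95% Poisson intervals for CPM, exact conditional intervals for ratios of CPM and exact Clopper-Pearson intervals for shares of cells. All of them cover counting error only, not the variation between cultures. With 1 library per experiment and hashtags of unknown condition there is no replicate check, and no p-value is given.

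Genes were named by a rule set before the data were examined: 48 genes in 4 lists (Runx and related, progenitor, T-lineage and innate lymphoid), and the 10 genes with the largest ratio of highest to lowest hashtag in each experiment. The latter had a mean of at least 50 CPM and at least 10 UMIs in the lowest hashtag. Ratios of listed genes were given only where the lowest hashtag had at least 10 UMIs. Genes outside this rule are said to have been chosen after their values were seen.

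Single cells of each experiment were clustered with scanpy 1.11.5 (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 0.5). Markers of 9 cell classes were fixed with the gene lists. The scoring was set after the data were seen: a cluster took a name with at least 3 markers of a class among its 50 leading genes of at least 50 CPM, unless another class had as many there or more among the 10 leading genes. A cluster stayed unnamed where its median UMIs were under 1/3 of those of its hashtags and none of the markers was among the 10 leading genes. A cluster also stayed unnamed with at least 2 of the mature T-cell genes Cd8a, Cd8b1, Trac and Cd4 among its 10 leading genes, a rule added after that cluster was seen. Hashtag doublets were left out. Scrublet marked 2 cells of experiment 1 (0.0214% of those kept), so its own threshold was not used there, and 591 cells of experiment 2 (5.79%).

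Alternatives covered the hashtag calls (quantile 0.95, MULTIseqDemux with automatic threshold, or a ratio rule with the top tag at least 3 times the second and at least 50 counts), a stricter cell filter (at least 1000 genes and under 5% mitochondrial UMIs), every deposited barcode, and means over cells. They also covered scaling with TMM in edgeR 4.0.16 or size factors in DESeq2 1.42.0, thinning each cell to 3000 UMIs, and other clustering settings (resolution 1, 3000 variable genes, no cell-cycle genes, or no cells called by Scrublet). Lists of 18 interferon response genes and 12 erythroid genes were written after the data were first seen but before the values of their genes were looked at, apart from Car1. Random lists (10000) of genes of like level were drawn for comparison with the former. Each hashtag was left out in turn. Leaving out the top 5% of Scrublet scores was added after seeing the data, as were leaving out hashtags for results other than the genes with a 4-fold ratio and MULTIseqDemux for gene levels. Thinning left between 682 and 1251 cells per hashtag in experiment 1 and between 863 and 1046 in experiment 2.

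The steps were tested on simulated data. Counts drawn from the real means and library sizes, with 200 genes raised 6-fold in 1 randomly drawn hashtag each, gave 100% of these genes at or above 4-fold in both experiments. No other gene reached that limit among 2794 genes in experiment 1 and 2563 in experiment 2. The drawn counts varied by counting error only, so this checks the computation and not the 4-fold counts of real cultures. In tag tables of 4000 cells drawn from the tag counts of called single cells, 91.7% of single cells were called correctly for experiment 1 and 81.5% for experiment 2. The remaining 8.31% and 18.5% were called doublets. In the simulation, single cells were lost to the doublet class, more of them for experiment 2. Background tags were drawn independently from cells already called single, so these rates need not hold for the real calls. Computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.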

Results

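The data comprised 2 pooled single-cell experiments on mouse progenitors at early stages of T-cell development in OP9-Dll1 culture, each with 8 hashtagged cultures. The experiment 1 matrix held 9967 cell barcodes and 246706921 UMIs, with a median of 24439 UMIs and 4708 genes per barcode. Experiment 2 held 10556 barcodes and 296727412 UMIs, with a median of 26156 UMIs and 4545 genes. The study was designed to ask how gain of Runx1 and loss of Runx1 and Runx3 change gene expression in these cells. The condition of each hashtag was not known here, so hashtags were described one by one and no condition was compared with another. There were no replicates of a known group, and every interval is a 95% interval for counting error only.

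The first question was how many cells each hashtag contributed. The cell filter removed 635 barcodes in experiment 1 and 342 in experiment 2. Of the 9332 cells kept in experiment 1, 8601 were single cells (92.2%, interval 91.6 to 92.7%), 700 were doublets (7.50%, 6.97 to 8.05%) and 31 were unhashed (0.332%, 0.226 to 0.471%). Of the 10214 cells kept in experiment 2, 7822 were single cells (76.6%, 75.7 to 77.4%), 2101 were doublets (20.6%, 19.8 to 21.4%) and 291 were unhashed (2.85%, 2.53 to 3.19%). Hashtags held between 690 and 1265 single cells in experiment 1 (median 1152) and between 872 and 1063 in experiment 2 (median 987). Their summed depth ranged from 14460807 to 36963851 UMIs in experiment 1 and from 20927184 to 32039357 in experiment 2. The tag signal per single cell was weaker in experiment 2. A single cell had a median of 1211 counts of its top tag and 5 of its second tag in experiment 1, against 212 and 11 in experiment 2. The tag total was not lower in experiment 2, at 15854076 counts against 14196576. However, 77.8% of the experiment 2 tags lay in 49 barcodes with over 10000 tags each. In experiment 1 it was 1.45% in 3 barcodes. The largest change in the number of single cells came from the stricter cell filter in experiment 1, which left 6137.

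**Figure D1:**
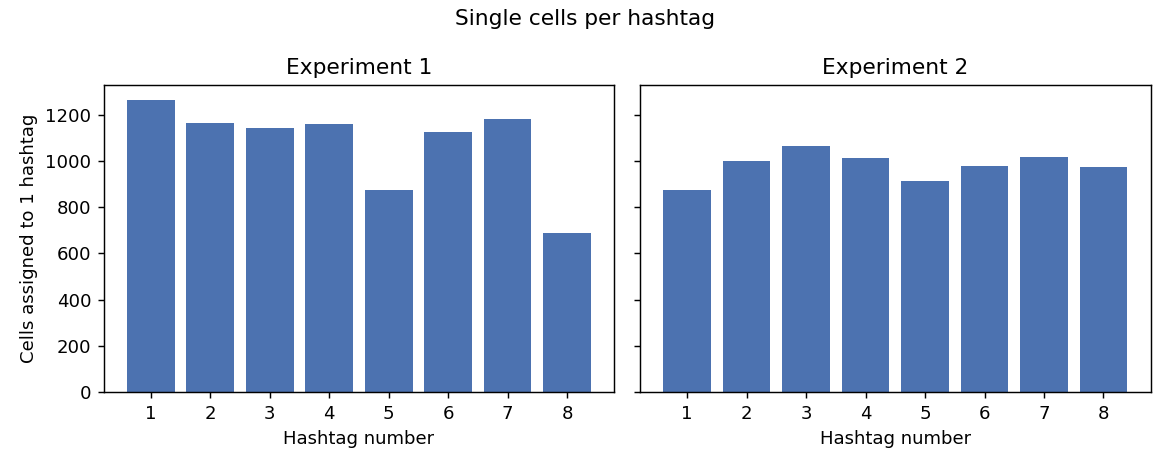
Bars show the number of single cells (vertical axis) assigned to each hashtag number (horizontal axis) in experiment 1 and experiment 2. Counts run from 690 to 1265 cells in experiment 1 and from 872 to 1063 in experiment 2.

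The levels of the perturbed genes were examined next. Runx1 (ENSMUSG00000022952) differed between hashtags of experiment 1 by more than counting error. Its levels in hashtags 1 to 8 were 75.8, 78.3, 36.8, 38.6, 96.2, 85.3, 240.9 and 209.7 CPM, with a median of 81.8 CPM. The interval was 34.6 to 39.1 CPM for the lowest and 234.4 to 247.5 CPM for the highest. The highest-to-lowest ratio was 6.55 (6.12 to 7.01), and it was 8.80 with every cell thinned to 3000 UMIs, the alternative that moved it most. In experiment 2 the Runx1 levels of hashtags 1 to 8 were 56.0, 35.9, 51.0, 35.8, 57.7, 104.0, 85.6 and 120.8 CPM, with a median of 56.9 CPM and a ratio of 3.37 (3.11 to 3.66). The interval was 33.3 to 38.5 CPM for the lowest and 116.5 to 125.2 CPM for the highest. These counts hold transcripts of the mouse gene and of any vector alike, and an edit by a guide need not lower them. The smallest Runx1 sum in any hashtag was 750 UMIs.

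Runx3 (ENSMUSG00000070691) varied less than Runx1 in both experiments. In experiment 1 the levels of hashtags 1 to 8 were 145.9, 142.8, 112.8, 117.5, 170.5, 171.6, 181.3 and 178.3 CPM, with a ratio of 1.61 (1.53 to 1.69). In experiment 2 they were 116.5, 85.3, 137.9, 68.4, 126.2, 133.7, 123.1 and 135.0 CPM, with a ratio of 2.02 (1.90 to 2.14). Among the related genes, Cbfb differed little, with ratios of 1.15 (1.07 to 1.24) in experiment 1 and 1.22 (1.11 to 1.34) in experiment 2. Bcl2 had a ratio of 2.35 in experiment 1 and 4.94 in experiment 2. The mice carried a Bcl2 transgene per the labels, and these counts do not separate it from the mouse gene.

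**Figure D2:**
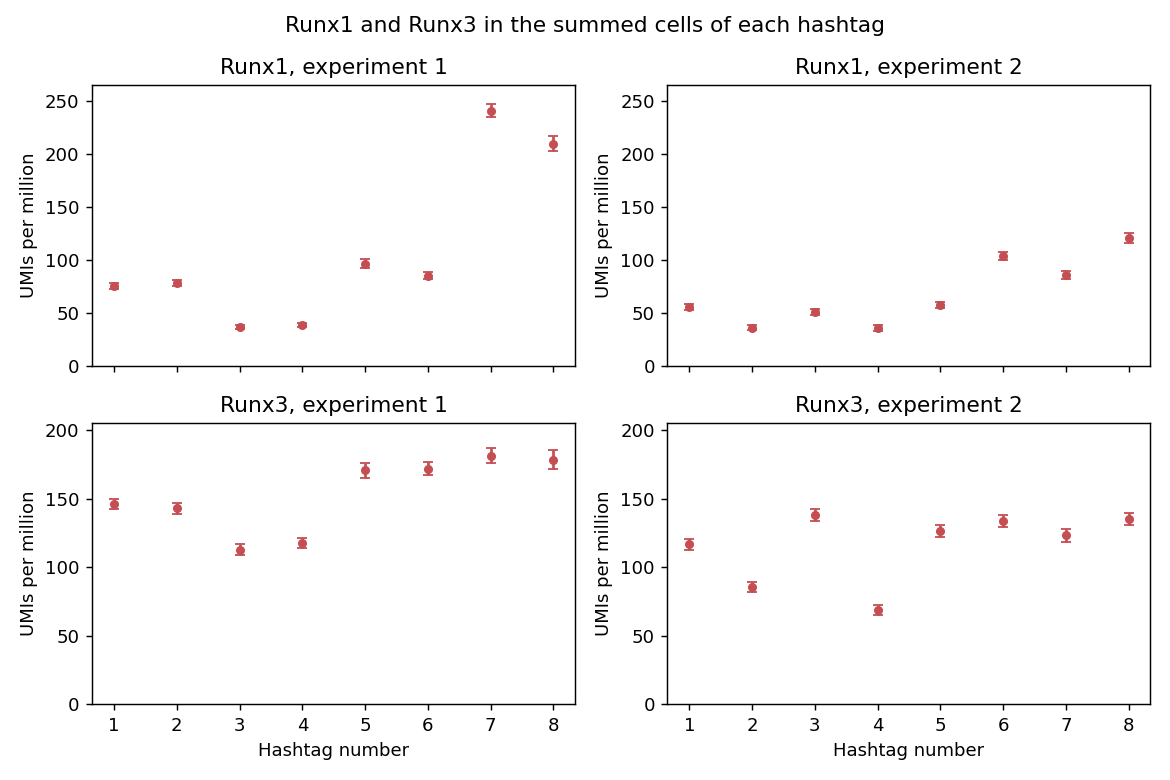
Points show Runx1 (top) and Runx3 (bottom) in CPM (vertical axis, from 0) for each hashtag number (horizontal axis), and bars are exact 95% Poisson intervals. Runx1 spans 36.8 to 240.9 CPM in experiment 1 and 35.8 to 120.8 CPM in experiment 2, a wider relative range than that of Runx3.

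The lists of progenitor, T-lineage and innate lymphoid genes addressed which programmes differ between the cultures. Levels were summed over all single cells of a hashtag, whatever their class. A ratio can therefore reflect the mix of cells as well as levels within T-cell progenitors. Of the 48 listed genes, 47 had enough UMIs for a ratio in experiment 1 and 46 in experiment 2. A highest-to-lowest ratio of at least 2 was found for 35 genes in experiment 1 and for 43 in experiment 2. In experiment 1 these were 3 of 5 Runx and related genes, 5 of 11 progenitor genes, 16 of 19 T-lineage genes and 11 of 13 innate lymphoid genes. In experiment 2 they were 4, 10, 17 and 12 genes of the same lists. The alternatives that moved these counts most were thinning and the mean over cells in experiment 1, each with 38 genes, and MULTIseqDemux in experiment 2, with 36 genes. The last was chosen after seeing the data and left too few UMIs for the ratio of some genes.

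Among T-lineage genes, Tcf7 ranged from 95.4 to 276.3 CPM in experiment 1 (median 139.0) and from 27.4 to 205.6 CPM in experiment 2 (median 92.6). Gata3 ranged from 43.9 to 143.0 CPM in experiment 1 and from 21.6 to 102.5 CPM in experiment 2. Bcl11b ranged from 3.07 to 35.8 CPM in experiment 1, a ratio of 11.7 (9.56 to 14.4), and from 2.14 to 131.0 CPM in experiment 2, a ratio of 61.2 (47.5 to 80.2). Leaving out hashtag 2 lowered the Bcl11b ratio of experiment 1 to 6.40, and leaving out hashtag 4 lowered that of experiment 2 to 29.0. Cd3g had ratios of 15.4 (14.0 to 17.0) and 38.1 (34.9 to 41.6) in experiments 1 and 2. Among innate lymphoid genes, Zbtb16 had a median of 5.96 CPM and a highest value of 37.5 CPM in experiment 1, a ratio of 20.6 (16.03 to 26.97). Its ratio in experiment 2 was 30.7 (20.7 to 47.3). Zbtb16 was highest in hashtag 4 of experiment 1, where the share of innate lymphoid-like cells was lowest, at 0.517%. Nkg7 and Fcer1g were abundant in every hashtag, with lowest values of 239.5 and 211.0 CPM in experiment 1. Among progenitor genes, Spi1 had a ratio of 1.63 (1.55 to 1.71) in experiment 1 and 3.59 (3.41 to 3.79) in experiment 2. Spi1 was lowest in hashtag 7 of experiment 2, where the share of granulocyte or monocyte-like cells was also lowest, at 4.33%. Lmo2 had a ratio of 3.26 (3.01 to 3.55) in experiment 1 and 12.0 (10.6 to 13.8) in experiment 2. Without hashtag 7 of experiment 2 the Spi1 ratio was 2.22 and the Lmo2 ratio 4.75, and without hashtag 6 the Tcf7 ratio fell from 7.50 to 4.17. Leaving out 1 hashtag lowered the ratio by over 1.5 times for 9 of 47 listed genes in experiment 1 and for 14 of 46 in experiment 2.

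**Figure D3:**
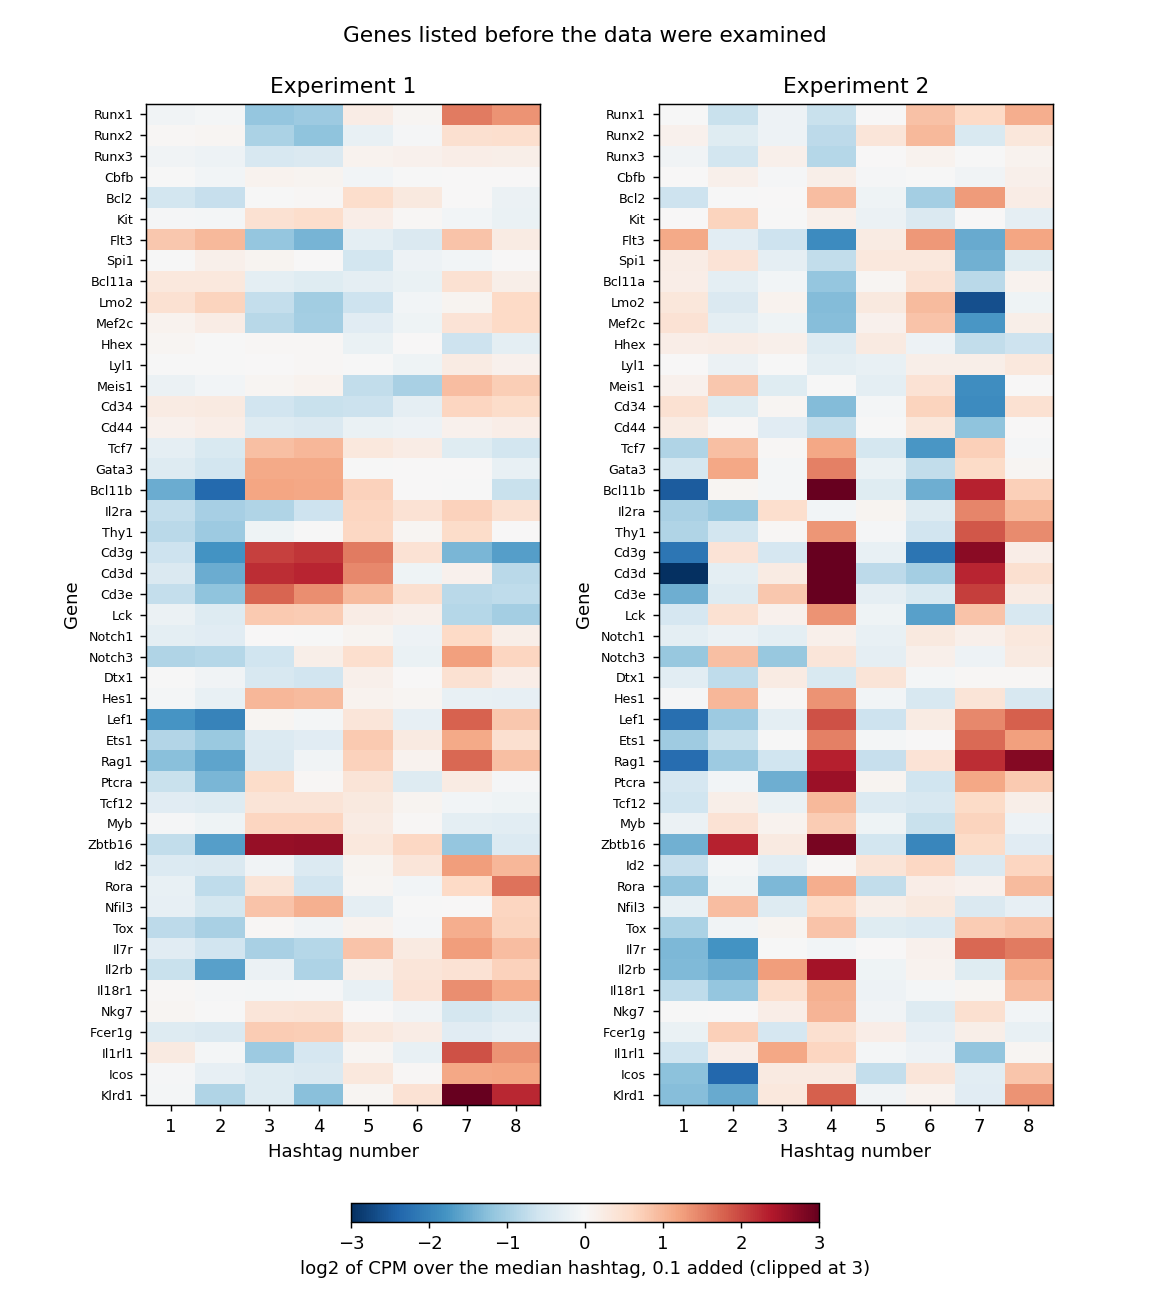
Colours show the log2 of each hashtag's CPM over the median hashtag of the same experiment, with 0.1 CPM added, for 48 genes (vertical axis) and 8 hashtags (horizontal axis), clipped at 3 either way. Cbfb is near the median in every hashtag, while Cd3g, Bcl11b and Zbtb16 differ between hashtags in both experiments.

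Across all genes with a mean of at least 50 CPM and at least 10 UMIs in the lowest hashtag, 39 of 2866 genes differed at least 4-fold between the highest and the lowest hashtag in experiment 1, and 100 of 2642 in experiment 2. The median ratio over these genes was 1.23 in experiment 1 and 1.27 in experiment 2. Lowering the minimum to 20 CPM moved the counts most, to 85 and 199 genes. The 10 largest ratios in experiment 1 were those of Pgam2, S100a9, Cox4i2, Gsn, S100a8, Gbp2, Cd81, Cd3g, Tgm2 and Ctla2a. Pgam2 (ENSMUSG00000020475) ranged from 0.599 to 225.1 CPM, a ratio of 376.0 (219.8 to 706.6), with 13 UMIs in the lowest hashtag. The 10 largest in experiment 2 were those of Gzmc, Prss34, Pgam2, Elane, Chil3, Ngp, S100a8, S100a9, Lcn2 and Camp. Gzmc (ENSMUSG00000079186) ranged from 0.483 to 511.2 CPM, a ratio of 1058 (618.7 to 1989), also with 13 UMIs in the lowest hashtag. Without hashtag 4 the Gzmc ratio was 29.7 (17.2 to 56.3). Leaving out hashtag 7 of experiment 2 lowered the ratios of Elane to 21.1 and of Ngp to 17.6, from 260.7 and 232.0. Elane, Chil3, Ngp, S100a8, S100a9, Lcn2 and Camp were all lowest in hashtag 7 and highest in hashtag 6. A granulocyte or monocyte-like cluster led by Camp and Ngp had 1 of its 191 cells in hashtag 7 and 59 in hashtag 6. These ratios may thus reflect the number of such cells and need not be differences within T-cell progenitors. Pgam2 was among the 10 in both experiments, as were S100a8 and S100a9.

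Clustering gave 13 clusters in experiment 1 and 15 in experiment 2. The clusters with progenitor or T-lineage markers changed their names between settings and were not compared between hashtags. The other 6 classes held 9.64% of the single cells of experiment 1 and 23.5% of those of experiment 2. These totals depended on the setting. In experiment 1 they ran from 4.28% without the top 5% of Scrublet scores, a setting chosen after seeing the data, to 16.1% without cell-cycle genes. In experiment 2 the highest was 30.005% with 3000 variable genes. Mast or basophil-like cells numbered 107 in experiment 1 (1.24%, 1.02 to 1.501%) and 114 in experiment 2 (1.46%, 1.20 to 1.75%). Innate lymphoid-like cells numbered 178 in experiment 1 (2.07%, 1.78 to 2.39%) and 180 in experiment 2 (2.30%, 1.98 to 2.66%). Stromal-like cells numbered 20 in experiment 1 (0.233%, 0.142 to 0.359%) and 248 in experiment 2 (3.17%, 2.79 to 3.58%). Dendritic-like cells were 48 in experiment 2 (0.614%, 0.453 to 0.813%), and B-lineage-like cells were 118 in experiment 2 (1.51%, 1.25 to 1.80%). Either class had 0 of 8601 cells in experiment 1, where 3 counts of the total would be 0.0349%. The dendritic-like share depended on the setting. It was 5.96% in experiment 1 without cell-cycle genes, and in experiment 2 it was 6.98% at resolution 1.0, 5.52% with 3000 variable genes, 9.80% without cells called by Scrublet and 7.57% without the top 5% of Scrublet scores. Over hashtags of experiment 2 the B-lineage-like share ranged from 0 to 5.22% (median 0.483%) and the stromal-like share from 1.18 to 7.11% (median 2.72%). Granulocyte or monocyte-like cells took 6.09% (5.60 to 6.62%) in experiment 1 and 14.4% (13.7 to 15.2%) in experiment 2, and fell to 0.909% in experiment 1 with the top 5% of Scrublet scores left out. In experiment 2 they fell to 5.48% at resolution 1.0, 4.20% without cells called by Scrublet and 5.42% without the top 5% of Scrublet scores. The top 5% of scores held only 1.56% of the single cells of experiment 1 and 0.844% of those of experiment 2. Removal of these cells alone cannot account for the falls under that setting, so other cells changed cluster or class name. The innate lymphoid-like share of experiment 2 rose to 6.60% with 3000 variable genes and 6.68% without the top 5% of Scrublet scores.

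**Figure D4:**
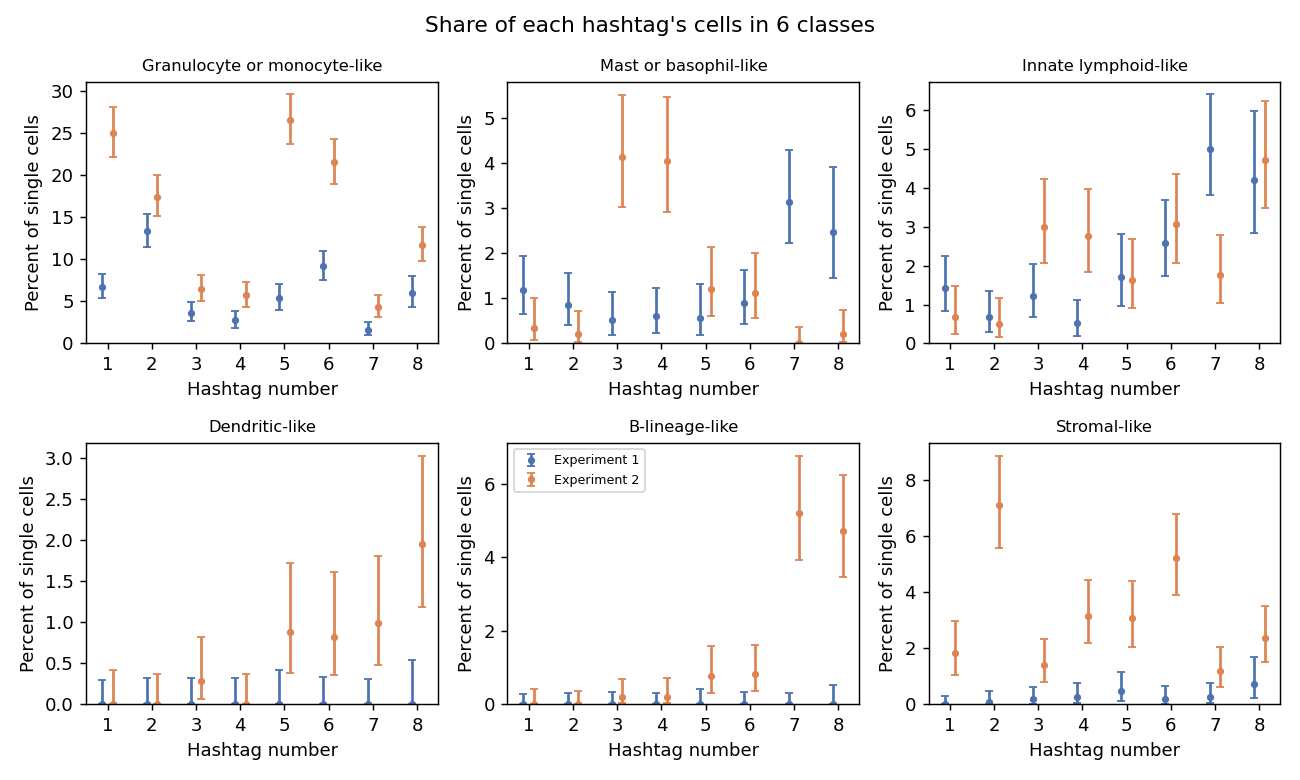
Points show the percent of each hashtag's single cells (vertical axis) in 6 classes, by hashtag number (horizontal axis), for experiment 1 and experiment 2, and bars are exact 95% Clopper-Pearson intervals. The stromal-like share is at most 0.725% in hashtags of experiment 1 and at least 1.18% in those of experiment 2.

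Experiment 2 was compared with experiment 1 over all single cells, since its culture times reached later days. Each experiment had 1 mRNA library, so no test was possible, and culture time cannot be told apart from the library or from the mix of cultures. Of the 48 listed genes, 8 were at least 2-fold higher in experiment 2 and 0 were at least 2-fold lower, against 2 lower with every deposited barcode. Leaving out hashtag 4 of experiment 2, an alternative chosen after seeing the data, left 2 genes higher (Cd3d and Icos) and 2 lower (Myb and Zbtb16), so this hashtag carried most of the count. Leaving out hashtag 2 of experiment 1 left 5 higher and 2 lower. The 8 genes were Cd3g, Cd3d, Cd3e, Notch3, Ptcra, Il2rb, Icos and Klrd1. Cd3d had 12.7 CPM in experiment 1 and 60.8 CPM in experiment 2, a ratio of 4.80 (4.60 to 5.00), and of 3.02 (2.89 to 3.16) without hashtag 4 of experiment 2. Kit had 68.0 CPM in experiment 1 and 34.8 CPM in experiment 2, a ratio of 0.511 (0.497 to 0.5257), and Il2ra had 287.8 and 145.5 CPM, a ratio of 0.505 (0.498 to 0.512). Median depth per single cell was similar, at 24601 UMIs in experiment 1 and 25500 in experiment 2.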

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

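The test of stromal-like cells in experiment 1 and the tests of a few barcodes, of the rule that assigns hashtags, of library size scaling and of free RNA were chosen after the result was seen. The 8 hashtags of an experiment are cultures of unknown condition, not replicates of one group, so a gap between them can be a difference of condition. Of 131 values, 12 lay far from the rest with a gap to the nearest hashtag that took more of the whole range than Dixon's 95% critical value allows. Chance alone passes this limit in about 1 of 20 groups of replicates. Cell types that may differ in number between cultures were tested for S100a8, S100a9 and Prss34. No difference of condition was tested as a biological explanation, since the condition of the hashtags was not known.

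In experiment 1, hashtag 2 had 258.6 CPM of S100a8 and 257.1 CPM of S100a9, against next values of 91.9 and 112.4 CPM. Hashtag 8 had 241.7 CPM of Gbp2 against 118.6 CPM, and 4.43 CPM of Rora against 2.12 CPM. Hashtag 7 had 22.3 CPM of Lef1 against 11.3 CPM. In experiment 2, hashtag 2 had 54.0 CPM of Kit against 38.1 CPM. The remaining values were all of hashtag 4 of experiment 2. It had 511.2 CPM of Gzmc against 14.4 CPM in the next hashtag, and 408.9 CPM of Prss34 against 132.1 CPM. It also had 131.0 CPM of Bcl11b against 62.2 CPM, 44.5 CPM of Cd3e against 19.7 CPM, 30.1 CPM of Il2rb against 12.7 CPM and 13.7 CPM of Ptcra against 5.13 CPM. Gzmc was counted in only 128 of the 1011 cells of hashtag 4. An unnamed cluster led by Gzmc had 110 of its 160 cells in this hashtag and 33 in hashtag 3, which was next in Gzmc. Whether these cells carry the Gzmc level was not tested.

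The possibility that a few barcodes carry the counts was tested by leaving out the 5 barcodes with the most UMIs of the gene in that hashtag. The gap stayed past the limit for 6 of the 12 values (Kit, Cd3e, Ptcra, Il2rb, Gzmc and Prss34, the last just past it), which argues against it there. It came back under the limit for Gbp2, Bcl11b and Lef1, but these 3 values stayed above the next hashtag beyond counting error, at 229.1, 126.7 and 19.3 CPM, which argues against a few barcodes as the whole cause there too. The other 3 values (S100a9, S100a8 and Rora) no longer lay above the next hashtag, and a few barcodes may carry them. The next hashtag kept its own top barcodes, so this fall alone does not decide it. These genes were counted in only 48, 43 and 26 cells of their hashtag. The 5 barcodes held 81.0% of the S100a9 UMIs, 68.9% of the S100a8 UMIs and 53.1% of the Rora UMIs of their hashtag, but 6.27% for Gbp2 and 3.83% for Bcl11b. The rule that assigns hashtags was tested with the ratio rule and with MULTIseqDemux. Under the ratio rule 10 of the 12 gaps stayed past the limit, and the other 2 values (Bcl11b and Cd3e) stayed above the next hashtag beyond counting error. Under MULTIseqDemux 11 gaps stayed past the limit, among them that of Kit at 58.3 CPM from 266 cells of hashtag 2 of experiment 2. The other 1 value (Il2rb) stayed above the next hashtag, at 27.9 CPM (from 25.8) against 15.2 CPM (up to 24.1) in hashtag 6, which held 33 cells. Library size scaling was tested with TMM. Under it 10 gaps stayed past the limit, and the other 2 values (Lef1 and Bcl11b) stayed above the next hashtag in the same way. Both explanations are argued against as the whole cause of these values.

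More granulocyte or monocyte-like cells in hashtag 2 of experiment 1 is a candidate explanation for S100a8 and S100a9. Of the 8 other markers of this class, 6 were highest in hashtag 2, with 476.3 CPM of Prtn3 and 242.2 CPM of Ctsg. Hashtag 6 had 103 such cells, against 155 in hashtag 2, but only 12.7 CPM of S100a8 and 4.65 CPM of S100a9. Their number alone thus leaves this explanation open. More mast or basophil-like cells may likewise account for Prss34 in hashtag 4 of experiment 2, where 4 of the 5 other markers were highest, with 300.2 CPM of Mcpt8. The number of such cells alone leaves this open, since hashtag 3 had 44 of them and 39.4 CPM of Prss34, against 41 of them and 408.9 CPM in hashtag 4.

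Barcodes without a hashtag, which entered no comparison of hashtags, carried counts of stromal marker genes. Summed over the 9 markers of the stromal class, the 31 unhashed barcodes of experiment 1 had 12136 CPM, against 9.85 to 170.9 CPM in hashtags. The 291 unhashed barcodes of experiment 2 had 6972 CPM, against 196.8 to 1342 CPM. Free RNA of the droplet run would give all barcodes a like level, but the level was 71.0 times (67.8 to 74.4) that of the highest hashtag in experiment 1 and 5.20 times (5.12 to 5.27) in experiment 2, which argues against it as the whole cause. Stromal-like cells without a hashtag are consistent with experiment 2, where 86.3% of the stromal UMIs lay in the 96 barcodes with over 1% of such UMIs and all 9 markers were present. Ptprc, a gene of blood cells, was at 77.8 CPM there and at least 134.2 CPM in hashtags. In experiment 1, 92.2% lay in 17 barcodes, with Col1a2 at 2527 CPM and Ptprc at 17.3 CPM, below the lowest hashtag at 169.1 CPM. There 8 of the 9 markers were present. Dcn had no UMI, which decides nothing, because its level in experiment 2 would give 0.646 UMIs among the 578855 UMIs of these barcodes. Stromal-like cells without a hashtag are thus a candidate explanation in experiment 1 as well.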

How the results depend on the processing

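No paired analysis was possible because the hashtag columns carry no condition or replicate number. The planned tests of overexpression, of double knockout and of gene sets were not run for the same reason, nor were their alternatives (DESeq2, no filter on low counts, a replicate block, the ratio rule, leaving out each replicate). Also, Scrublet's own threshold was not run in experiment 1. Leaving out the top 5% of Scrublet scores was chosen after seeing the data, as were leaving out each hashtag, except for the genes with a 4-fold ratio, and MULTIseqDemux for gene levels. With no replicates, a value counts as moved when it left its counting interval, and a count when it changed by over 1.5 times. The cause of each move below was not tested, unless the setting itself shows it.

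The number of single cells stayed within 1.5 times under each alternative run, from 6137 to 9134 in experiment 1 and from 6296 to 8335 in experiment 2. So did the listed genes with a ratio of at least 2, from 34 to 38 and from 36 to 44, the 36 with MULTIseqDemux, which left too few UMIs for the ratio of some genes. With means over cells, the Runx1 ratio of experiment 1 was 7.36 and the Runx3 ratio 1.70, and the Runx3 ratio of experiment 2 was 2.40. Thinning to 3000 UMIs gave 8.80 for Runx1 in experiment 1 and 2.79 for Runx3 in experiment 2. Across the 8 runs that each left out one hashtag, the Runx1 ratio ran from 5.70 to 6.55 in experiment 1 and from 2.90 to 3.37 in experiment 2, and the Runx3 ratio from 1.54 to 1.61 and from 1.62 to 2.02. The stricter cell filter gave 3.85 for Runx1 in experiment 2. Scaling gave 2.19 for Runx3 in experiment 2 with TMM and 2.19 with DESeq2 size factors.

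Lowering the minimum to 20 CPM gave 85 genes with a 4-fold ratio in experiment 1 and 199 in experiment 2, since more genes were tested. With each hashtag left out in turn, the count ran from 27 to 41 genes in experiment 1 and from 85 to 101 in experiment 2. Resolution 1.0 gave 25 clusters in experiment 2. The share of the 6 other classes in experiment 1 was 16.1% without cell-cycle genes and 4.28% without the top 5% of Scrublet scores. In experiment 2 it was 21.0% at resolution 1.0, 30.005% with 3000 variable genes, 22.4% without cell-cycle genes, 22.0% without cells called by Scrublet and 25.5% without the top 5% of Scrublet scores. Genes at least 2-fold lower in experiment 2 numbered 0, but 1 after thinning and 2 with every deposited barcode. Across the 16 runs that each left out one hashtag of either experiment, genes at least 2-fold higher ran from 2 to 9 and genes at least 2-fold lower from 0 to 2. The lowest count of higher genes, 2, came without hashtag 4 of experiment 2.

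Among the other values, 23 of 136 Runx1 levels and 35 of 136 Runx3 levels of single hashtags moved, by at most 1.24 and 1.28 times. The ratios of listed genes moved in 161 of 785 cases, as did 14 of 54 class shares, 54 of 96 ratios between experiments and 5 of 80 cell numbers of hashtags. With 1 hashtag left out, 100 of 744 ratios of listed genes moved. The dendritic-like share moved most among classes, from 0.614% to 9.80% in experiment 2 without cells called by Scrublet and from 0 to 5.96% in experiment 1 without cell-cycle genes. MULTIseqDemux left 33 cells in hashtag 6 and 266 in hashtag 2 of experiment 2, so calls in that experiment depend on the method. The weaker tags of experiment 2 limit how firmly its single cells are assigned.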

Other observations

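The tests of the doublet calls, of dendritic-like cells and of free RNA were chosen after the result was seen, and Ngfr, Ifng, Cd74, Hbb-bt and the clusters were chosen after their values were seen. Other cell types in a culture were tested for Cd74 and Hbb-bt. No difference of condition was tested as a biological explanation, since hashtags are cultures of unknown condition, and none was assigned a condition from these values.

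Doublet calls were more frequent in experiment 2 than in experiment 1. Background tag counts read as a second tag are a candidate explanation. A doublet call had a higher Scrublet score than a single cell in a share of 0.704 of such pairs (bootstrap interval 0.690 to 0.719) in experiment 2, against 0.844 (0.825 to 0.863) in experiment 1. Doublets had 1.39 times (1.35 to 1.44) the median UMIs of single cells in experiment 2 and 1.74 times (1.70 to 1.80) in experiment 1. Scrublet was run on each experiment apart, so a difference in how well it finds doublets stays open. A further 103.2 doublets in experiment 1 and 301.3 in experiment 2 are estimated to share 1 hashtag and to sit among the single cells. The estimate takes every doublet call as a true doublet. It would be too high where single cells were called doublets, by an amount not known here. The simulated rates, 8.31% for experiment 1 and 18.5% for experiment 2, do not give it. For experiment 1 the simulated rate is above the 7.50% of kept cells called doublets at all.

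Whether a hashtag number marks the same kind of sample in both experiments cannot be told apart from these values. Of the 8 hashtags of experiment 1, only 1 had its closest profile in the hashtag of the same number, by correlation across 2528 genes, which are not independent replicates. Culture times differ between the experiments, and the Ngfr counts given next go with the hashtag number in both. Within experiment 1, the chi-square of the counts over its degrees of freedom was lowest for hashtags 3 and 4, at 2.21, followed by 4.66 for hashtags 1 and 2, 7.63 for hashtags 5 and 6 and 8.66 for hashtags 7 and 8. In experiment 2 it was lowest for hashtags 5 and 6, at 17.8, followed by 24.2 for hashtags 5 and 8, 27.7 for hashtags 1 and 3 and 29.0 for hashtags 6 and 8. There it was 51.8 for hashtags 1 and 2, 57.2 for hashtags 3 and 4 and 41.4 for hashtags 7 and 8, so the neighbouring numbers that were closest in experiment 1 were not all closest in experiment 2.

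Ngfr was counted at 1, 1, 3, 0, 32, 47, 39 and 33 UMIs in hashtags 1 to 8 of experiment 1 and at 1, 1, 2, 4, 23, 29, 39 and 31 UMIs in those of experiment 2. The values fall into separate clusters in both experiments. Their origin was not tested.

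Some clusters came almost wholly from a few hashtags. In experiment 1, cluster 7 (771 cells, led by Pgam2) had 378 cells of hashtag 3 and 393 of hashtag 4 and none of the others, and cluster 4 had 522 of its 725 cells in hashtag 7 and 191 in hashtag 8. In experiment 2, cluster 2 had 606 cells of hashtag 2 and 583 of hashtag 4 among 1201. The unnamed cluster 1 of experiment 2, led by Gzmc, Cd8b1, Ifng and Trac, had 160 cells, of which 110 were in hashtag 4 and 33 in hashtag 3, with 1, 0, 3, 10, 1 and 2 in hashtags 1, 2, 5, 6, 7 and 8.

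Cd74 was at 66.7, 97.3, 215.3, 197.6, 61.8, 388.9, 70.4 and 378.1 CPM in hashtags 1 to 8 of experiment 1. The levels inside cluster 3 leave open whether dendritic-like cells alone explain it in hashtags 6 and 8. Cluster 3 was the cluster whose least represented hashtag had the most cells (54), and it had 0 dendritic markers among its 10 leading genes. Inside it the levels of hashtags 1 to 8 were 85.3, 92.1, 29.97, 120.8, 66.4, 420.7, 29.9 and 334.8 CPM. Hashtags 6 and 8 thus stayed at 4.74 and 3.77 times the median hashtag. The main clustering named no dendritic-like cluster in experiment 1, so such cells may lie in cluster 3. These values therefore cannot decide it. Hashtag 3 was above the median hashtag over all cells and under it inside this cluster, at 0.338 times, and hashtag 4 was at 1.34 and 1.36 times. For hashtags 3 and 4 too, dendritic-like cells cannot be told apart from other causes. Without cell-cycle genes 5.96% of the single cells of experiment 1 were in a dendritic-like cluster. In hashtags 1 to 8 it held 57.4, 33.8, 3.13, 3.15, 14.9, 53.5, 8.57 and 26.6% of the hashtag's Cd74 UMIs. This share did not follow the Cd74 level, since it was highest in hashtag 1, at 66.7 CPM. Dendritic-like cells in other clusters would not be counted. Dendritic-like cells can thus still be all or part of the cause. Free RNA of the droplet run does not explain the Cd74 levels. Cd74 UMIs per cell differed 7.40-fold (7.01 to 7.81), while total UMIs per cell differed 1.34-fold between the same hashtags. Free RNA taken up before pooling was not tested. In 18 interferon response genes, the median log2 level over the median hashtag was -0.00, -0.05, -0.03, -0.06, -0.07, 0.42, -0.06 and 0.76 in the same order. In experiment 2 it was -0.80, -0.72, 0.35, 0.35, 0.44, 0.52, -0.29 and -0.33. Ifng itself was counted at 5, 1, 190, 254, 562, 9, 3 and 440 UMIs in experiment 2 and at 0 to 5 UMIs in each hashtag of experiment 1. Among 10000 random lists of like level, the median of the list was at percentile 33.1, 2.04, 4.10, 0.40, 0.07, 100, 22.1 and 100 in hashtags 1 to 8 of experiment 1. In experiment 2 it was at percentile 0, 0, 100, 100, 100, 100, 0.01 and 0. What moved it was not tested.

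Hbb-bt, a haemoglobin gene, was at 1342, 1164, 534.6, 638.6, 2178, 2523, 3285 and 3212 CPM in hashtags 1 to 8 of experiment 1. Erythroid cells would bring their other abundant transcripts, but 12 other erythroid genes summed to at most 2.78% of the Hbb-bt level in any hashtag of experiment 1, and Hba-a1 reached at most 0.460 CPM. Of the 12 genes, 4 are also markers of the erythroid or megakaryocyte class, and Car1 had been seen before as a leading gene of a cluster. Free RNA of the droplet run would give a like number per cell, but Hbb-bt UMIs per cell differed 5.11-fold (5.02 to 5.21) between hashtags, while total UMIs per cell differed 0.850-fold between the same hashtags. Free RNA taken up before pooling was not tested. What gives this transcript its level was not found.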
